A study of Drosophila melanogaster with 33 samples.

How the data were processed

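Embryos were fixed with formaldehyde, the chromatin was sonicated and immunoprecipitated, and the DNA was sequenced, per the labels' protocols. Of the 33 samples in 12 groups, the 2 wild-type Lola-I libraries at 14 to 17 h were used, each with 1 peak list. The other 31 samples, the WCE libraries among them, were not analysed here. The authors called peaks per replicate, as the lists show. The deposited lists have the 10 columns of the narrowPeak layout and peak names of the form MACS2 gives, and no header. The labels used here do not state the peak caller and its version, the aligner, the control, the genome build or the filters. The deposited score equals 10 times the −log10 p-value with the decimals dropped in all 1759 and 9674 peaks. The deposited fold enrichment is a ratio over the caller's background estimate, and the deposited −log10 p-value and −log10 q-value come from the same caller, in each library by itself. Because these values depend on the depth and the background of their own library, ranks and score classes were formed within a list. The exceptions are in the closing observations, where replicate 2 peaks were compared with a score limit and the lowest −log10 p-value of replicate 1. The median fold enrichments of the shared peaks were also set side by side there. Depth per sample is not given by peak lists, so the precision of a single peak is unknown. Wilson intervals and exact tests treat peaks or genes as independent, which they are not, and say nothing about variation between embryos.

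Chromosome names and the largest peak ends match the dm6 build and lie within the arm lengths of the reference. Genes and TSSs came from Ensembl release 115 (BDGP 6.54) and sequence from RefSeq Release 6, both on dm6 coordinates. The authors' annotation is not known. Analyses used Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9.

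Peaks were represented by the deposited summit. A peak counted as found in both replicates when the replicate 1 interval was overlapped by at least 1 bp in replicate 2, and the replicate 1 interval and summit were then used. Promoter peaks had the summit within 200 bp of a TSS. Overlap and promoter share were compared with 1000 shuffles that kept number, width and chromosome, and avoided undetermined bases. Scores were compared by Spearman's rho with 100000 permutations. Annotation classes were assigned in the order promoter, coding sequence, 5′ UTR, 3′ UTR, other exon, intron and intergenic, with 100 random placements for comparison. Motifs were matched exactly as consensus sequences at 1 TSS per gene. For bound genes this was the TSS nearest to the summit, and for unbound genes the one shared by most transcripts. Consensus sequences and windows were STATAWA from -45 to -15 (TATA box), TCAGTY from -10 to 10 (initiator), KCGGTTSK from 10 to 45 (DPE), KCGRWCG from 1 to 60 (pause button), CSARCSSA from 5 to 45 (MTE) and CTTTY from -2 to 8 (polypyrimidine initiator), all in the direction of the gene. GAGAG (GAGA), TATCGATA (DRE), GGTCACAC (Motif 1), CAGCNCTR (Motif 7), CAGGTA (Zelda) and CAGCTG (E-box) were sought from -150 to 50 on either strand. The 6-mers, with reverse complements merged, were counted as present or absent in 201 bp. These windows were centred on the summit at peaks and on the TSS at unbound promoters. Tests between gene or peak classes were two-sided Fisher's exact tests, adjusted by Benjamini-Hochberg within each list of motifs, 6-mers, families or arms.

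The tests, the motif and family lists, the naming rule and most alternatives were chosen before the data were examined. Named were the 10 shared promoter peaks with the smallest sum of score ranks, the 5 6-mers with the largest odds ratio that were past the threshold and above 1 in each list alone, the motifs, families and arms past the threshold, and *lola*, *Trl*, *Rpb3* and *Orc4* whatever their values. Families and motifs short of the threshold are named where a count or an alternative called for it, after their values were seen. Several choices were made only once the lists had been seen. Analyses were limited to the 7 chromosome arms, which left out 9 peaks of each list. Transposable elements were not counted as genes, histones were matched as His followed by a digit, and families, arms and divergent genes were compared with all other genes not bound, including genes bound in replicate 2 alone. Some alternatives were also added then: assigning each peak to the nearest TSS only, motif backgrounds of protein-coding genes or of genes with only a replicate 2 peak, the alternatives for the number of bound genes, and ranking named peaks on fold enrichment.

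Alternatives included other overlap rules (reciprocal overlap of at least 50%, summits within 200 bp), only the higher-scoring 50% of each list, replicate 2 limited to as many peaks as replicate 1, other promoter distances (100, 500 and 1000 bp), GC-matched backgrounds, 7-mers, a 101 bp window, and each replicate list alone. GC matching drew unbound promoters to the 10 GC classes of the bound ones.

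The statistics were tested on simulated data. In the 6-mer test over 2080 6-mers, windows of unbound promoters split at random gave 0 enriched 6-mers. All of these windows were centred on the TSS, so an effect of window position or GC content was not tested by this. A word planted in 50% of windows was found in 51.5%, where 51.6% was expected with chance occurrences, and ranked first. For the replicate overlap over 1750 peaks, a list holding 60% of the peaks gave 60.7%. For the promoter share, 1750 randomly placed peaks gave 6% at promoters (permutation p = 0.93). For the gene families over 17796 genes, 5 of 100 draws of random genes called a family, and a planted family was called.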

Results

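The series profiled chromatin of *Drosophila melanogaster* embryos by ChIP-seq, in which DNA bound by a protein is precipitated with an antibody and sequenced. Its 33 samples fall into 12 groups by target, genotype and age of the embryos. The targets are Lola-I, GAF and the Pol II subunit Rpb3, and a further set of libraries is labelled WCE. Lola-I is one of the proteins made from the gene *lola*, and GAF is the product of *Trl*. The values below come from the 2 Lola-I libraries of wild-type embryos aged 14 to 17 h, for which 1 peak list per replicate was used. The 31 samples of the other groups were not analysed here, so no comparison between genotypes, ages or targets was made. The peak lists hold no read counts, and the depth of each library is therefore unknown. All intervals given for shares are 95% Wilson intervals over peaks, and peaks are not independent replicates.

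The lists differed in length. Replicate 1 held 1759 peaks, of which 1750 lay on the 7 chromosome arms, and replicate 2 held 9674, of which 9665 lay on the arms, a ratio of 5.52. The arm peaks covered 0.524 Mb in replicate 1 and 3.15 Mb in replicate 2. Peak widths were alike, with a median of 267 bp in replicate 1 and 258 bp in replicate 2. Fold enrichments, scores and −log10 p-values are the authors' own per-peak values, and their scale may differ between the lists. The median fold enrichment was 4.42 in replicate 1, with a highest value of 123, and 5.44 in replicate 2, with a highest value of 566. The lowest −log10 p-value was 5.20 in replicate 1 and 5.16 in replicate 2.

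The replicates were first compared by position, to ask which peaks were found in both. Of the 1750 replicate 1 peaks, 1531 overlapped a replicate 2 peak by at least 1 bp, which is 87.5% (85.9 to 89.0%). Shuffling the replicate 2 peaks within their chromosomes gave a mean of 4.42% (SD 0.494) and a highest value of 6.11% over 1000 shuffles (one-sided permutation p = 0.001, the smallest these shuffles can give). Moving the replicate 2 peaks to random annotated transcription start sites (TSSs) of the same chromosome gave 20.2% on average and at most 23.1%. In the other direction, 1465 of the 9665 replicate 2 peaks overlapped a replicate 1 peak, or 15.2% (14.5 to 15.9%), against 0.817% in the shuffles. The overlap rule moved the first share most: 50.1% of replicate 1 peaks had a reciprocal overlap of at least 50%, which still exceeded its shuffles. Among the 1531 overlapping peaks, the scores in the lists were correlated across peaks (Spearman's rho 0.861, two-sided permutation p = 1e-05, the smallest that 100000 resamples can give). With peak width in place of the score, rho was 0.496.

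Detection in replicate 1 followed the replicate 2 score. The replicate 2 list was divided into 10 score classes of equal size. In the highest class, 892 of 967 peaks, or 92.2% (90.4 to 93.8%), were found in replicate 1. The share was 42.3% in the second class, 9.82% in the third, and 0.104% in the last. Replicate 2 peaks found in replicate 1 had a median fold enrichment of 37.0 and those not found 4.79. The 219 replicate 1 peaks with no replicate 2 peak had a median fold enrichment of 2.60 and a highest −log10 p-value of 21.6, whereas the shared replicate 1 peaks had a median fold enrichment of 4.95.

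**Figure D1:**
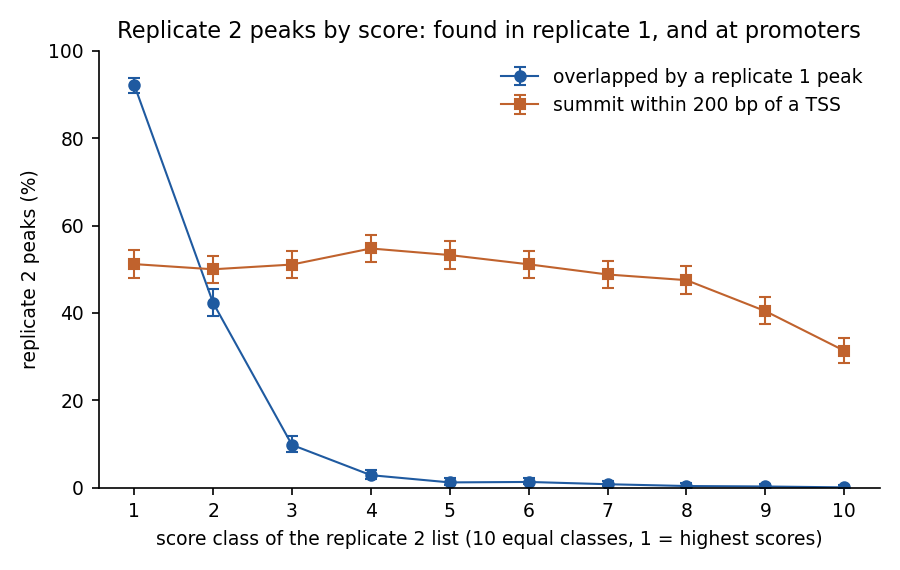
Replicate 2 peaks in 10 classes of their score (x axis, class 1 has the highest scores), with the percent overlapped by a replicate 1 peak (circles) and the percent with the summit within 200 bp of a TSS (squares); bars are 95% Wilson intervals. The overlapped share falls from 92.2% to 0.104%, while the promoter share stays between 47.5% and 54.8% in the first 8 classes and is 31.4% in the last.

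The series title places Lola-I at promoters, so the share of peak summits within 200 bp of an annotated TSS was measured. Among peaks found in both replicates, 793 of 1531 summits lay this close to a TSS, or 51.8% (49.3 to 54.3%). Peaks placed at random on the same chromosomes gave 6.25% (SD 0.637; two-sided permutation p = 0.002, the smallest that 1000 shuffles allow). The distance moved this share most, from 39.1% within 100 bp to 73.6% within 1000 bp, each above its shuffles. Taken alone, the replicate 1 list gave 45.9% (43.6 to 48.2%) and the replicate 2 list 48.0% (47.0 to 49.0%). The 8200 peaks found only in replicate 2 gave 47.3% (46.2 to 48.4%). The 219 peaks found only in replicate 1 gave 4.57% (2.50 to 8.20%), no different from their shuffles at 6.26% (two-sided permutation p = 0.4).

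**Figure D2:**
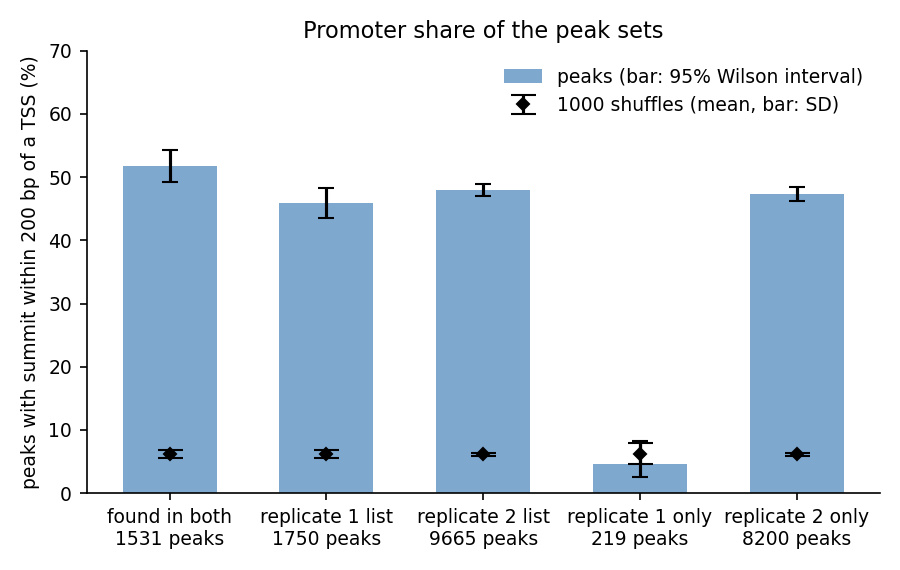
Percent of peaks with the summit within 200 bp of a TSS (y axis) in each peak set (x axis, with the number of peaks). Blue bars show the peaks with 95% Wilson intervals, and black diamonds the mean of 1000 shuffles with its SD. Every set except the 219 peaks of replicate 1 alone, at 4.57%, stands above its shuffles.

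By annotation, the shared peaks outside promoters lay mainly in introns (21.5%) and between genes (19.7%), and 2.35% lay in coding sequence. Each of these shares was below that of 100 sets of randomly placed peaks, at 41.2%, 29.0% and 16.3%. Replicate 2 peaks found in replicate 1 were at promoters slightly more often than the others, 51.6% against 47.3% (odds ratio 1.19, 95% interval 1.06 to 1.33, Fisher's exact two-sided p = 0.0026). When found and not-found peaks were matched on score class, the odds ratio was 1.07 (Fisher's exact p = 0.58), so the difference was not detected between peaks of like score. Score did not differ detectably between promoter and other peaks found in both replicates. The median percentile within the replicate 1 list was 56.2 for 793 promoter peaks and 56.7 for 738 other peaks, a difference of -0.49 percentile points (two-sided permutation p = 0.87).

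At promoters, the summit lay upstream of the TSS. The median position was -53 bp, with quartiles at -93 and -13 bp. Of the 793 peaks, 648 summits were upstream, 144 downstream and 1 at the TSS base (exact binomial two-sided p = 4.4e-77). The replicate 2 list taken alone had its median at -35 bp.

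**Figure D3:**
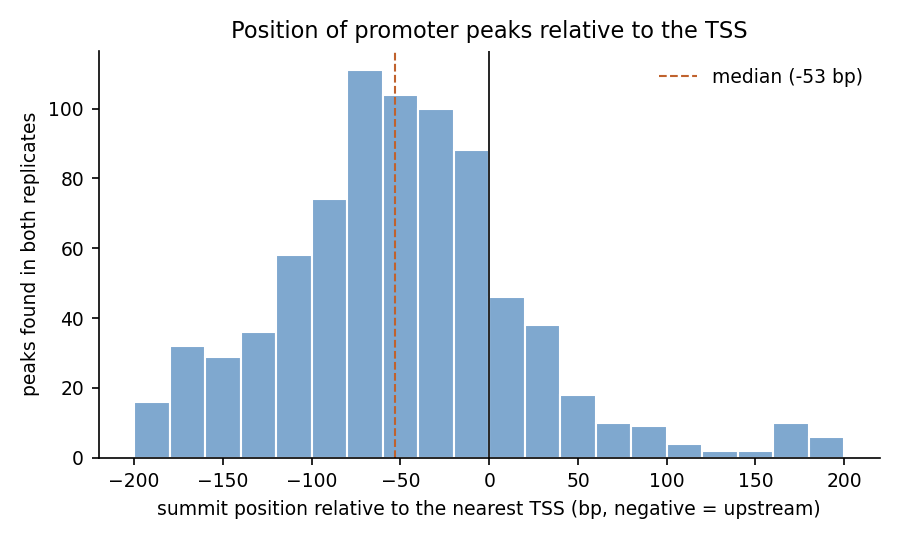
Number of promoter peaks found in both replicates (y axis) by position of the summit relative to the nearest TSS in bp (x axis, bins of 20 bp, negative is upstream); the dashed line is the median of -53 bp. The tallest bins lie between -80 and 0 bp.

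Of 17796 genes with a TSS on the arms, 818 (4.60%) had a shared summit within 200 bp of a TSS, and 760 of these were protein-coding. The count depends on which list is used: 827 genes had such a summit in the replicate 1 list and 4611 in the replicate 2 list. Genes with no peak of either list within 1000 bp of any TSS numbered 11216 and are called unbound below.

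Named peaks were the 10 promoter peaks with the smallest sum of score ranks over the replicates. Coordinates are on the dm6 build. The first lay upstream of *Tpst* (FBgn0086674) on chromosome X from 13563442 to 13563890, with its summit at -177 bp from the TSS of this protein-coding gene and also within 200 bp of a TSS of *CG46311*. Its fold enrichment was 99.0 in replicate 1 (rank 4) and 385 in replicate 2 (rank 5). The second lay at the microRNA gene *mir-34* (FBgn0262459) on 3R from 10100448 to 10100979, summit at -192 bp, with fold enrichments of 123 (rank 3) and 545 (rank 7). That gene is annotated from 10100936 to 10101034 only. The TSS used is the start of this annotation, and whether transcription starts there was not tested. The third lay at *Vha68-2* (FBgn0263598) on 2L from 12974047 to 12974500, summit at -63 bp, with fold enrichments of 64.8 (rank 7) and 479 (rank 10). The reference sequence from 12974229 to 12974289, centred on that summit, reads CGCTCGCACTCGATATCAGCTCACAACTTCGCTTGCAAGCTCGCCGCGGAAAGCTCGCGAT. The fourth lay at *Ald1* (FBgn0000064) on 3R from 26261308 to 26261859, summit at -46 bp, with fold enrichments of 95.3 (rank 5) and 475 (rank 13). The sequence from 26261607 to 26261667 around its summit reads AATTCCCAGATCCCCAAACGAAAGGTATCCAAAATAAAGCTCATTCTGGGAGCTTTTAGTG. The remaining 6 were at *mthl10*, *nemy*, *CG8500* (whose summit also lay within 200 bp of a TSS of *MtnA*), *Tpi*, *CG17746* and *Sfxn1-3*. Their fold enrichments ranged from 49.3 to 74.7 in replicate 1 and from 273 to 501 in replicate 2. Ranking on fold enrichment in place of the score kept 8 of the 10 peaks. All of the 10 summits lay upstream of the nearest annotated TSS, between -192 and -46 bp.

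Genes fixed in advance were *lola*, *Trl*, *Rpb3* and *Orc4*. *lola* (FBgn0283521; 2R, 10481894 to 10543291, minus strand) had 1 promoter peak in replicate 1, with a fold enrichment of 3.92 and rank 947, and 4 in replicate 2, the highest at a fold enrichment of 25.6. *Trl* (FBgn0013263; 3L, 14747929 to 14761049) had no summit within 200 bp of a TSS in either list, and the nearest summits were 917 bp and 893 bp from a TSS. *Rpb3* is annotated as *Polr2C* (FBgn0026373; 2L, 13833337 to 13834306) and had no promoter peak in either list. *Orc4* (FBgn0023181; 2R, 24795740 to 24797414) had 1 promoter peak in replicate 2 only, with a fold enrichment of 5.67. The labels use ORC4 as the name of a Lola-I mutant, which need not concern this gene. Single peaks of one list have no replicate check.

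Because the title also names Pol II pausing, 12 promoter motifs were compared between the 818 bound and the 11216 unbound promoters, with Fisher's exact tests and Benjamini-Hochberg adjustment over the list. At an adjusted p under 0.05, 7 motifs were more frequent and 1 less frequent at bound promoters. GAGA occurred at 46.5% of bound and 19.1% of unbound promoters (odds ratio 3.68, 3.18 to 4.26, exact adjusted p = 1.5e-63). The pause button occurred at 10.5% and 3.27% (3.47, 2.73 to 4.46, exact adjusted p = 3.2e-18). The initiator occurred at 18.7% and 6.44% (3.34, 2.77 to 4.06, exact adjusted p = 1.4e-28). Odds ratios were 3.37 for MTE, 2.44 for the polypyrimidine initiator, 2.22 for DPE and 1.97 for the E-box. The TATA box was less frequent, at 4.89% against 8.35% (0.564, 0.413 to 0.788, exact adjusted p = 0.00043). DRE (0.756), Motif 1 (1.25), Motif 7 (1.31) and the Zelda motif (0.793) were not past the threshold, with exact adjusted p from 0.078 to 0.25. With all distinct TSSs in place of 1 per gene, Motif 7 passed it (1.40, exact adjusted p = 0.021).

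Bound promoters were richer in GC, with a median of 48.5% against 38.0% at unbound promoters, and matching on GC content moved several motifs. Against 1636 unbound promoters matched on GC content, the pause button fell to an odds ratio of 1.40 (exact adjusted p = 0.033), the initiator to 1.73 and GAGA to 2.25. Others lay farther from 1 than before matching: DPE at 2.90 (1.60 to 5.18), the polypyrimidine initiator at 3.46 (1.84 to 6.32) and the TATA box at 0.384 (0.274 to 0.551). The E-box was at 1.94. MTE, at 1.63, was no longer past the threshold (exact adjusted p = 0.092). DRE changed direction, to 2.11 (exact adjusted p = 0.013), whereas with protein-coding genes only it was less frequent at bound promoters (0.577, exact adjusted p = 0.0066). Motif 1 reached 2.98 (exact adjusted p = 3.7e-05). Of the Zelda motif the odds ratio was 0.610 (exact adjusted p = 0.031). The choice of peak list also mattered. With the replicate 2 list alone, the odds ratios against all unbound promoters were larger for DRE (2.84), Motif 1 (2.87) and Motif 7 (2.59). They were smaller for GAGA (2.25), the pause button (2.68) and the initiator (2.03), and the TATA box was at 0.338.

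**Figure D4:**
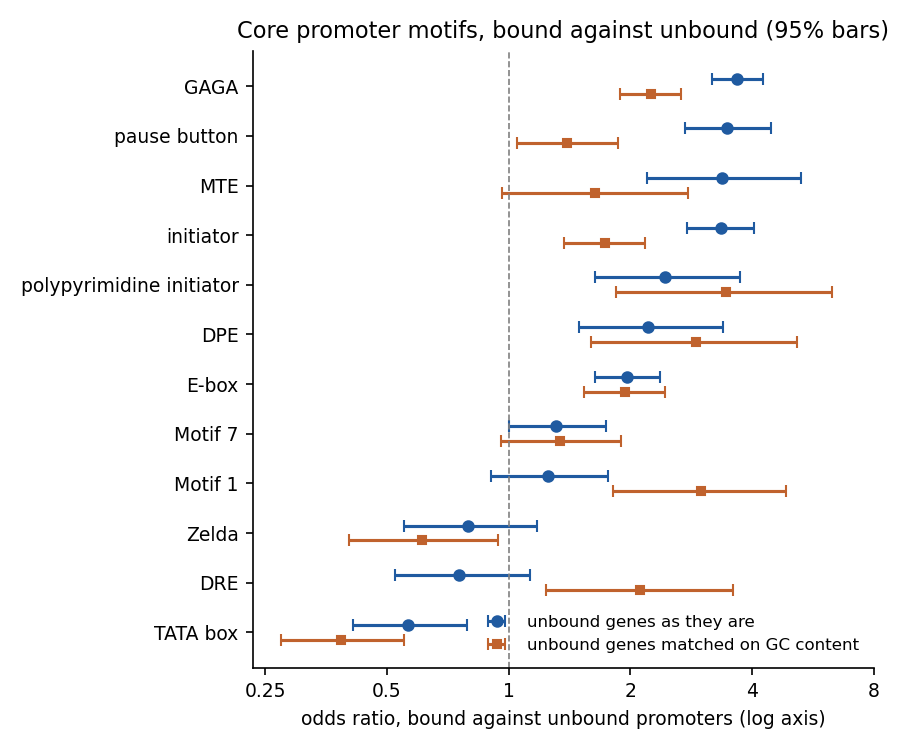
Odds ratio of each core promoter motif at promoters bound in both replicates against unbound promoters (x axis, log scale; motifs on the y axis), with 95% intervals as bars. Circles use the 11216 unbound promoters and squares the 1636 matched on GC content. GAGA, the pause button and the initiator lie above 1 and the TATA box below 1 under both, whereas DRE moves from 0.756 to 2.11.

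Sequences were then compared without a motif fixed in advance. The windows were centred on the summit at peaks and on the TSS at unbound promoters. Counts of words can therefore also reflect position and GC content. Of 2080 6-mers tested around the summits of the 793 promoter peaks against unbound promoters, 182 were more frequent at peaks with an odds ratio of at least 2 and an adjusted p under 0.05 (Fisher's exact tests). At the same threshold 252 were less frequent with an odds ratio of 0.5 or lower, and over all odds ratios 541 were more and 577 less frequent. Matching the unbound promoters on GC content left 55 of the more frequent kind, of which 47 were among the 182. The less frequent kind was not counted after matching. The 6-mer with the largest odds ratio was AAAGCT, present at 75.4% of promoter peaks and 11.8% of unbound promoters (22.9, 19.2 to 27.1). AAGCTC (55.9% and 7.17%, 16.4), AAGCTT (41.1% and 5.23%, 12.6), GAAAGC (47.0% and 10.3%, 7.74) and AAAAGC (64.2% and 20.9%, 6.79) followed. These words overlap one another and are not separate results. AAAGCT also had the largest odds ratio against GC-matched promoters (31.2) and against flanks of the same peaks centred 500 bp away (16.4). In the replicate 2 list alone its odds ratio was 2.75, below those of AGAGAG (4.11, the largest there, named after its value was seen), AAGCTC (2.99) and AAGCTT (2.81).

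Gene sets were compared last. None of 12 gene families fixed by symbol was bound more or less often than other genes at an adjusted p under 0.05, 2 had an unadjusted p under 0.05 (Fisher's exact tests), and 6 held no bound gene. Those 2 were the histones, with 0 bound of 115 (exact adjusted p = 0.13), and the odorant and gustatory receptors, with 1 of 120 (exact adjusted p = 0.2). Whether reads could be assigned to single genes of a family was not examined, so a family without peaks need not lack binding. The replicate 2 list alone reversed the odds ratio of the ribosomal proteins, from 0.227 to 6.97. It moved that of the odorant and gustatory receptors from 0.173 to 0.0238. The other families stayed within the interval of the shared set, but these intervals were wide (0.0703 to 21.1 for the Hox genes). Within them, odds ratios crossed 1 for the Hox genes (0 to 8.59) and the vacuolar ATPase (0.648 to 1.64). They also did so for the mitochondrial ribosomal proteins (0 to 1.23), the proteasome (0 to 1.18) and NADH dehydrogenase (0 to 1.08). The rest stayed on the same side of 1. By chromosome arm, 2R held more bound genes than the other arms, 5.48% against 4.37% (odds ratio 1.27, 1.08 to 1.50, exact adjusted p = 0.036). None of the 113 genes on Y was bound (exact adjusted p = 0.037), and neither list had a peak on the assembled Y arm. Whether reads could be placed on Y was not examined, so the missing peaks do not show missing binding. With only protein-coding genes counted, neither arm was past the threshold: the odds ratio of 2R was nearly unchanged at 1.26 (exact adjusted p = 0.066), and Y held 23 such genes, none bound (exact adjusted p = 0.67). Genes with an opposite-strand TSS of another gene within 500 bp upstream were bound slightly less often, 4.01% against 4.81% (odds ratio 0.827, 0.702 to 0.979, Fisher's exact p = 0.025). With the opposite TSS allowed within 1000 bp, the odds ratio was 1.02 (Fisher's exact p = 0.79), and with the replicate 2 list alone it was 1.83.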

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

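The test in this part was chosen only after the result was seen. The comparisons used the chromosome arms, and a signal also appeared in peaks outside them. Replicate 1 had 9 such peaks and replicate 2 had 9, spread over 8 sequences in each list, and 2 of those in replicate 1 were on the mitochondrial genome. The highest fold enrichment was 3.97 in replicate 1 and 27.3 in replicate 2. Reads from repeats assigned to contigs could place peaks at the same spots in both libraries, and 3 of the 9 replicate 1 peaks were overlapped by a replicate 2 peak. So few peaks do not decide this, and binding by Lola-I in unplaced sequence and such reads cannot be told apart. No control library was analysed here, and no biological explanation was tested.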

How the results depend on the processing

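Assigning each peak to the nearest TSS only, the motif backgrounds of protein-coding genes or of genes with only a replicate 2 peak, the alternatives for bound genes and the ranking on fold enrichment were tests chosen only after the data had been seen; the other alternatives were planned. No paired analysis was possible because the only group analysed has no second group to share its replicate numbers. The replicate overlap and the rank correlation of scores kept their direction and their side of the threshold under every alternative run, from 15.2% to 100% and from 0.496 to 0.920. The promoter share stayed above its shuffles in every alternative that kept both replicates, from 39.1% to 73.6%.

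Matching on score class took the link between promoter location and detection in replicate 1 below the threshold (odds ratio 1.07), and matched sets held fewer peaks. The lower share at divergent promoters stayed past the threshold with the higher-scoring 50% of each list (odds ratio 0.780) and with the nearest TSS only (0.646). It was not past it within 500 bp of a TSS (0.873), and with the opposite TSS within 1000 bp it reversed to 1.02. The cause was not tested.

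Matching on GC content left 55 enriched 6-mers and reversed DRE to 2.11, where the higher GC content of bound promoters enters by construction. With protein-coding genes only, DRE was past the threshold in the other direction (0.577). There were 803 enriched 7-mers, a larger family of words. With only the higher-scoring 50% of each list, Motif 7 reversed to 0.992 and the vacuolar ATPase family to 1.13, neither past the threshold under that alternative or the chosen setting, bound genes numbered 477, and 1 arm passed the threshold. Reciprocal overlap of at least 50% also gave 477 bound genes. Both alternatives leave fewer peaks. With all distinct TSSs, 9 motifs passed, Motif 7 among them (1.40, exact adjusted p = 0.021). Within 500 bp of a TSS, 1 family (the histones, none bound) and 1 arm passed, and 2L reversed to 0.999. With protein-coding genes only, 1 family and 0 arms passed (2 arms at an unadjusted p under 0.05), against 2 arms under the chosen setting. With each peak given to the nearest TSS, 1 arm passed. Against genes with only a replicate 2 peak, the TATA box reversed to 1.91, Motif 1 to 0.393 and Motif 7 to 0.458, while DPE (1.66), MTE (1.62), the polypyrimidine initiator (1.61) and the E-box (1.06) were no longer past the threshold (exact adjusted p from 0.052 to 0.57). The causes were not tested.

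Each list alone leaves 1 sample, so these are values without a test. Across the lists taken alone, the promoter share ranged from 45.9% to 48.0%, the median position from -53 to -35 bp, the odds ratio of divergent promoters from 0.815 to 1.83, enriched 6-mers from 90 to 186, families from 0 to 6, arms from 2 to 5, and bound genes from 827 to 4611. In each case the replicate 2 list gave the value farther from the shared set, except for the promoter share. The cause of each shift was not tested, and the unknown depth of the libraries limits what the difference between the lists can show.

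Among single motifs, 6-mers, families and arms with both replicates kept, 131 values were the same, 10 weaker, 7 stronger and 7 reversed. With one list alone, 56 stayed within the interval of the shared set and 16 moved. All of the 16 moved with the replicate 2 list. Of the 1750 peaks of the replicate 1 list, 1531 are shared, so its closeness to the shared set is no separate check.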

Other observations

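All tests in this part were chosen only after the results they bear on had been seen.

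Replicate 2 had several times as many peaks as replicate 1. The lists argue against a looser p-value threshold for replicate 2, since 0.0517% of replicate 2 peaks lay under the lowest −log10 p-value of replicate 1. Stronger enrichment of replicate 2 under one threshold, with or without deeper sequencing, stays open. A replicate 2 peak found in replicate 1 outscored one that was not with a probability of 0.964. For the shared peaks, the fold enrichments argue against deeper sequencing alone, since depth alone would raise reads and background together. Their median was 4.95 in replicate 1 and 37.0 in replicate 2. This reading requires that the background was estimated alike in both lists, which the lists do not state. How much depth added to stronger enrichment cannot be told from peak lists.

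The replicate 2 peaks that replicate 1 lacked differed in sequence from the shared ones. AAAGCT lay within 50 bp of the summit at 58.6% (55.2 to 62.0%) of shared promoter peaks and 57.9% (53.7 to 61.9%) of shared peaks more than 500 bp from a TSS. At peaks of replicate 2 alone it was present at 10.0% of promoter and 15.3% of distal peaks, above the 6.25% and 7.16% of their flanks and far below the shared peaks. The odds ratio between found and not-found peaks was 11.1. It stayed at 11.3 (10.1 to 12.8) within location and at 12.1 (10.7 to 13.7) within 5 classes of GC content, which argues against a different mix of promoter and distal peaks and against GC content. Within 50 bins of replicate 2 score it was 3.13 (2.60 to 3.78), so score accounts for a large part, and error in the score may account for more. In the highest of the 10 score classes, AAAGCT was present at 634 of 892 found and 15 of 75 not-found peaks.

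If all of the peaks of replicate 2 alone were weaker peaks of the same kind, their promoters would carry the same motifs, diluted. DRE went the other way: the odds ratio was 0.230 (0.159 to 0.344) between promoters of shared peaks and the 3814 promoters with only a replicate 2 peak, and 0.359 (0.242 to 0.549) after matching on GC content. The TATA box also went against dilution: its odds ratio against unbound promoters was 0.295 at promoters with only a replicate 2 peak, farther from 1 than the 0.564 of bound promoters. Between the promoter sets matched on GC content, however, it was not past the threshold (1.42). Some other motifs did look diluted, so weaker peaks of the same kind stay open for part of the peaks. Against unbound promoters, the odds ratios at promoters with only a replicate 2 peak were 2.03 for GAGA, 2.51 for the pause button and 1.82 for the initiator, below the 3.68, 3.47 and 3.34 of bound promoters, and 1.85 for the E-box against 1.97. With unbound promoters matched on GC content, the pause button went the other way, at 1.63 against 1.40 at bound promoters. GAGA (1.58 against 2.25), the initiator (1.25 against 1.73) and the E-box (1.68 against 1.94) stayed below bound promoters. Between promoters of shared peaks and those with only a replicate 2 peak, matched on GC content, none of these motifs passed the threshold: 1.20 for GAGA, 0.987 for the pause button, 1.17 for the initiator and 1.05 for the E-box. The polypyrimidine initiator did pass it (2.20, exact adjusted p = 0.02), as did Motif 1 (0.507) and Motif 7 (0.496) in the direction of DRE. Promoters with only a replicate 2 peak had DRE more often than unbound ones (odds ratio 3.29, 2.89 to 3.74; 5.78 after matching on GC content), and also Motif 1 (3.18) and Motif 7 (2.87). Within 50 bp of the summit of not-found peaks, DRE rose and fell with the score: it was present at 0 of 75 in the highest of the 10 classes, 4.31% in the second, 6.30% in the sixth and 1.04% in the lowest. A candidate explanation is that replicate 2 recovered accessible promoter regions without the sequence seen at shared peaks. Indirect binding of Lola-I at such promoters stays open as well and was not tested, and neither accessibility nor a control library was analysed here.

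The 219 replicate 1 peaks that replicate 2 lacked were of another kind. Of these, 191 (87.2%, 82.1 to 91.0%) had the summit in coding sequence, against 15.8% of random placements, and 0.913% had AAAGCT within 50 bp. Equally weak peaks were those scoring no higher than the highest of the 219, although the scale of the scores may differ between the lists. Weak calls in general do not show this pattern: 2.67% of 486 equally weak shared replicate 1 peaks and 1.38% of 2529 equally weak replicate 2 peaks lay in coding sequence. Carry-over of a few cloned sequences is argued against by the spread of the 191 summits over 181 loci, counting summits that share any gene as 1 locus, with at most 2 summits in a locus. GC-dependent recovery in replicate 1 stays open, since the coding peaks had a median GC content of 63.7%, above 96.6% of random coding positions. Most of the coding excess went with GC content: 79.0% of random windows of the same GC content lay in coding sequence. The share was 15.8% for random placements in general and 87.2% for the peaks. The peaks still exceeded the matched windows (exact binomial p = 0.0021), in a test that treats peaks as independent and 79.0% as exact. Windows were matched on GC content within a tolerance, so this remaining gap cannot exclude GC content alone. For fragments of spliced transcripts the measures differed. Of the coding intervals, 93.7% lay wholly inside exons, against 85.6% of intervals at coding positions of the same GC content (odds ratio 2.51, 1.34 to 4.36, Fisher's exact p = 0.0012). Both ends of the window around the summit lay in exons at 93.7% of the peaks and 90.6% of 17297 such positions (1.55, 0.841 to 2.66, Fisher's exact p = 0.17). That explanation stays undecided, and it leaves out the 4 peaks in introns and 10 between genes.

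Of the same 219 peaks, 13 (5.94%) lay on the X, against 15.2% of shared peaks (odds ratio 0.353, Fisher's exact p = 0.0001). GC content of the X would raise the share, since 26.8% of random windows of the same GC content lay there. Lower coverage of the X at weak peaks stays open. Of the equally weak shared replicate 1 peaks, 13.2% lay on the X (Fisher's exact p = 0.0039). Those peaks were capped in score but not matched, with a median fold enrichment of 2.99 against 2.60 for the 219. This comparison therefore cannot decide it. No biological explanation was tested.

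At bound promoters, AAAGCT showed no fixed direction relative to transcription: of 420 promoters with more sites on one strand than on the other, 51.7% (46.9 to 56.4%) had most of them on the strand of the gene (exact binomial p = 0.53). This count leaves out 80 promoters with as many sites on either strand and the 130 AAAGCTTT sites, which read the same on both strands. Taking the match nearest to the centre of each window, the base after AAAGCT was a pyrimidine at 82.9% of 887 windows around shared summits and 44.8% of 647 around unbound TSSs (odds ratio 5.95, 4.70 to 7.49).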
